A study of Arabidopsis thaliana with 48 samples.

How the data were processed

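RNA was sequenced from Arabidopsis thaliana seedlings of the wild type Columbia (Col-0) and of a bHLH35 mutant, in 48 libraries. Each genotype had 8 treatments with 3 replicates each: an untreated Control, salt (S, 50 mM), high light (HL, 700 µE against 150 µE), heat (HS, 33 °C against 21 °C) and every combination of the 3 stresses. Light and heat lasted 1.5 h on seedlings 7 days old, while salt was in the growth medium. Libraries were put into groups by their titles, which also gave the replicate numbers.

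The deposited values are FPKM (fragments per kilobase of transcript, relative to the mapped total of a library), with one table for each genotype. Per the labels, paired-end reads from a NovaSeq instrument were trimmed with Trim Galore (v0.6.4), and their quality was examined with FastQC (v0.11.9). The aligner, genome build, annotation and FPKM tool are not stated in the labels, nor is it stated whether both tables were normalized together or whether counting used strand. Genotype and table therefore coincide, and a level set across genotypes also compares the tables. Both tables list the same 32824 distinct gene identifiers, 2 of them on a pair of lines. Of these identifiers, 32539 were found in a gene table of assembly TAIR10.1, which was used for names and annotation. Neighbours of a gene were taken from the order of the locus identifiers on its chromosome. No coordinates are given because the build of the deposited values is not stated.

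Values of low genes moved in steps worth 1 fragment, which gave each library's depth. These estimates ran from 19.4 M to 43.9 M fragments (M, mega), with a median of 24.3 M, and used 12868 genes with a single transcript of at least 800 spliced bases. Between 93.2% and 96.5% of the low values in a library came out as whole fragments within a tolerance of 0.1. A floor of 3 fragments equalled 0.0684 to 0.155 FPKM for an effective length of 1 kb, which is the spliced length less the fragment length. For a transcript of 1 kb spliced length the floor is higher. Such floors cover counting error only. The FPKM of a library summed to between 749471 and 835554.

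Tests used limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), so fold changes are on that scale and understate the change of low genes. Genes with FPKM of at least 1 in at least 3 libraries of a fit were kept. Each genotype had its own fit over 24 libraries, with 20744 genes in Col-0 and 20675 in the mutant. A fit over all 48 libraries held 21359 genes and served the comparisons between genotypes. Variances were moderated with a trend, and a gene was called at a two-sided Benjamini-Hochberg adjusted p under 0.05. All adjusted p-values for genes come from limma. Contrasts were each stress against Control, each combination against the sum of its single stresses, the difference between genotypes in each stress response, and the mutant against Col-0 in each treatment. Genes called in the 3-stress combination and in no single stress were counted. Overlaps between contrasts sharing a Control were set beside 50 simulated draws of unchanged groups.

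Before the data were examined, 5 gene lists were fixed: heat (20 genes), high light (14), salt and abscisic acid (20), light harvesting (16) and circadian clock (12). Lists were tested with camera at its preset correlation of 0.01 and with fry, both adjusted within a family of tests. Counts are given over all genes and adjusted over the list alone. The naming rule, also fixed beforehand, allowed AT5G57150, list genes and, for each contrast, the 3 largest called changes in each direction with a mean FPKM of at least 5 in the higher group and no overlap between compared groups. That overlap condition did not apply to contrasts of more groups. In a contrast with no called gene, the gene with the smallest p could be named. Genes outside the rule, chosen after their values were seen, are AT1G05047 in the response to S+HL+HS, ATCG00860, ATCG01130 and ATCG01280 in the response to HL, and AT5G11330, AT5G24240 and AT1G75945 in some genotype contrasts.

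The fit was tested on simulated data with 200 changed genes, 50 at each of 4 sizes of change. Changed genes were drawn from those above about 5 FPKM in Control, with noise independent between genes. Changes were put into HS alone and read against Control. Recovery of lower genes, of departures from a sum and of differences between responses was not simulated. At a log2 change of 1 it recovered 84% of the 50 genes in the Col-0 simulation and 82% in the mutant simulation, and at 0.5 it recovered 20% and 34%. Of the calls, 12 of 164 and 9 of 166 were false.

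Alternatives changed one choice at a time. They were a pseudocount of 0.1, no filter on low values, a mean FPKM of at least 5, scaling to a common sum, median-of-ratios scaling, moderation without a trend, a replicate block, a fit of only the contrasted groups, an added log2 threshold of 1, fry in place of camera, and leaving out each library in turn. A replicate block shared by both genotypes, and leaving out libraries for the gene lists, were added after the data had been seen. Figures and summaries used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.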

Results

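Transcript levels were measured by RNA sequencing in seedlings of wild-type Arabidopsis (Col-0) and of a mutant of bHLH35, a gene for a basic helix-loop-helix transcription factor. Salt (S), high light (HL) and heat (HS) were applied singly and in every combination, giving 8 treatments with Control. With 3 libraries per treatment and genotype, 48 libraries were compared. Depth read from the steps of low values ran from 19.4 M to 43.9 M fragments per library, and 17863 to 19407 genes reached an FPKM of 1.

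The mutated gene was examined first, because it checks the genotype labels. AT5G57150, known as bHLH35 from general knowledge and not from the deposited tables, is a protein-coding gene on chromosome 5. In Control it stood at 23.5 ± 3.66 FPKM in Col-0 and 4.62 ± 1.23 FPKM in the mutant (SD, n = 3). In Col-0 it rose in every stress treatment, with the highest mean in S+HS at 87.8 ± 6.55 FPKM and a log2 change of 1.86 (SE 0.13, limma adjusted p 2.3e-09). Across treatments the mutant mean was 9.26% to 19.6% of the Col-0 mean. The highest mutant group mean was 10.9 ± 3.46 FPKM, in HL+HS. Within the mutant, AT5G57150 was called higher than Control in HL, HS, HL+HS, S+HS and S+HL+HS. Its log2 changes there were 0.65, 0.97, 1.07, 0.87 and 0.91. The change was -0.16 in S and 0.047 in S+HL, neither past the threshold. The S+HL change turned to -0.053 under median-of-ratios scaling, to -0.14 without mutant Control replicate 3 and to -0.11 without mutant S+HL replicate 2. Levels set across genotypes also compare the tables, which may have been normalized separately.

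**Figure D1:**
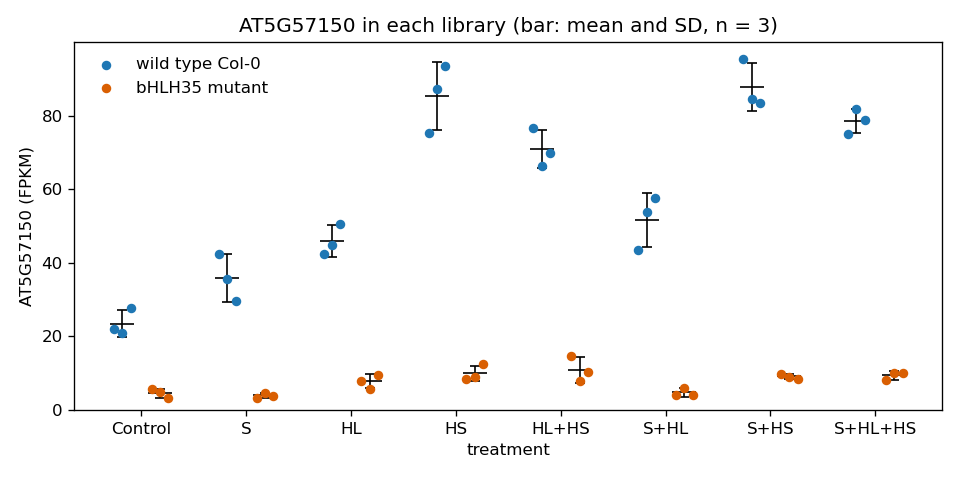
FPKM of AT5G57150 (vertical axis) in each of the 48 libraries by treatment and genotype, with points for libraries and bars for the mean and SD of 3. Mutant group means stayed between 9.26% and 19.6% of the Col-0 means.

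Each stress was then compared with Control within its genotype, which asks how transcripts respond to single and combined stresses. In Col-0, 3889 genes were called in S, 3672 in HL, 6379 in HS, 6499 in HL+HS, 7472 in S+HL, 9320 in S+HS and 8284 in S+HL+HS. With an added absolute log2 change of at least 1 these counts were 1222, 899, 1625, 1521, 2546, 2949 and 2551. The mutant had 5494, 3596, 5974, 7320, 7850, 9177 and 9157 called genes in the same order of treatments. With the added log2 threshold, mutant counts were 1961, 900, 1501, 1648, 2817, 3128 and 3095. Apart from that threshold, fitting only the contrasted groups moved the counts most, taking Col-0 HL from 3672 to 1603 genes. Leaving out Col-0 S replicate 1 lowered the Col-0 S count to 2333, leaving out Col-0 S replicate 2 lowered it to 2411, and leaving out mutant HL replicate 2 lowered the mutant HL count to 2242.

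**Figure D2:**
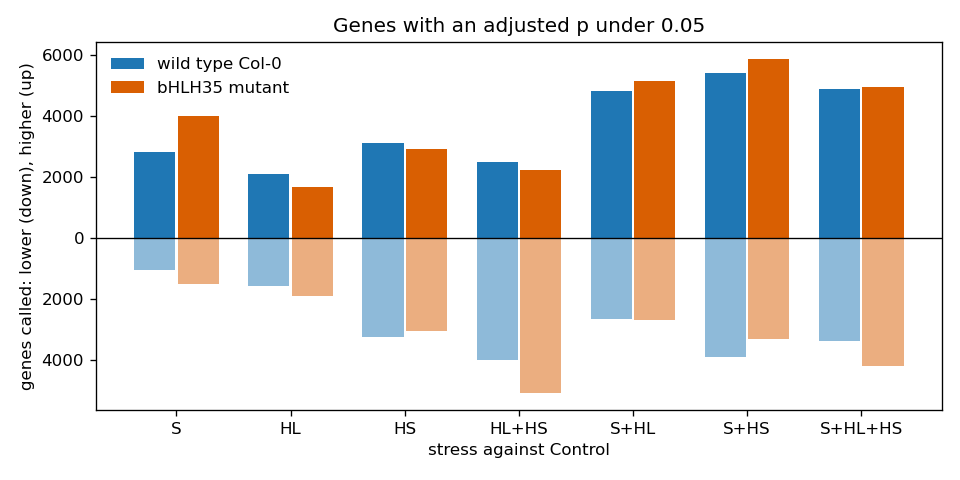
Number of genes called higher (upward bars) or lower (downward pale bars) than Control at an adjusted p under 0.05, for each stress and genotype. Col-0 had 9320 genes in S+HS and 8284 in S+HL+HS, and the mutant 9177 and 9157, an order that reversed in the mutant under median-of-ratios scaling (9059 and 9457). The split between directions moved with the scaling of the libraries.

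The split between higher and lower genes depended on scaling. As deposited, 72.4% of the called genes were higher in Col-0 S and 72.6% in mutant S. Under median-of-ratios scaling those shares were 53.4% and 52.6%. In HL+HS the share rose from 38.1% to 52.3% in Col-0 and from 30.2% to 53.8% in the mutant. In S+HL it fell from 64.5% to 53.1% in Col-0 and from 65.4% to 53.2% in the mutant. Mutant HL went from 46.6% to 59.8%, and mutant S+HS from 63.8% to 50.7%. Scaling to a common sum moved most of these shares the other way, to 75.8% in Col-0 S, 78.7% in mutant S, 36.7% and 28.4% in HL+HS, 67.2% and 69.85% in S+HL and 64.6% in mutant S+HS, while mutant HL went to 53.1%. Median-of-ratios scaling places the typical gene near no change by construction, so an even split under it does not show which split is right. The median log2 change of all genes went from 0.096 to -0.013 in Col-0 S, from 0.13 to -0.0068 in mutant S and from -0.15 to 0.014 in mutant HL+HS under that scaling. In mutant S+HL it went from 0.11 to 0.0080, and in mutant S+HS from 0.14 to 0.015.

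RD29A (AT5G52310), a gene of the salt and abscisic acid list, rose in Col-0 S from 7.06 ± 1.97 to 26.4 ± 8.09 FPKM (SD, n = 3), a log2 change of 1.76 (SE 0.32, limma adjusted p 0.000707). Among the largest changes, GASA6 (AT1G74670) fell in Col-0 HL from 132 ± 27.8 to 26.1 ± 14.9 FPKM, a log2 change of -2.48. The small heat shock gene AT1G53540 rose in Col-0 HS from 1.57 ± 0.905 to 3653 ± 1768 FPKM, a log2 change of 10.41 (SE 0.99, limma adjusted p 1.9e-07). DIR1 (AT5G48485) fell in Col-0 S+HL from 87.0 ± 6.51 to 7.77 ± 1.26 FPKM. FRO6 (AT5G49730) fell in mutant S+HS from 112.8 ± 12.9 to 3.93 ± 0.616 FPKM, a log2 change of -4.53 (SE 0.20, limma adjusted p 1.9e-11). Small heat shock genes resemble one another, and how shared reads were divided is not stated, so the values of single members are uncertain.

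The gene lists fixed beforehand asked whether known markers of each stress responded. In Col-0 HS the heat list had a median log2 change of 5.56, with 18 of 20 genes called over all genes and 19 adjusted over the list alone (camera adjusted p 9.6e-20, fry adjusted p 2.1e-07). In Col-0 HL it had a median of 3.80, with 18 of 20 called both over all genes and adjusted over the list alone. In Col-0 HL its library means were 4.83, 5.90 and 7.52 on the log2 scale in replicates 1, 2 and 3, so the HL value depended on the library. The heat list did not pass the threshold in S, with a median of 0.063 in Col-0 and -0.075 in the mutant, where it was 0.0030 without Control replicate 3.

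The high light list had a median of 1.78 in Col-0 HL, with 9 of 14 genes called and 10 adjusted over the list alone, and 1.63 in the mutant. Its median in HS was 0.056 in Col-0, not past the camera threshold, and was -0.030 without Control replicate 3 and -0.015 without HS replicate 1. The salt and abscisic acid list had medians of 0.93 in S, 1.12 in HL and 3.35 in S+HL in Col-0. All 20 of its genes were called in Col-0 S+HL, also adjusted over the list alone. Its member RD29A rose in Col-0 S+HL from 7.06 ± 1.97 to 242 ± 86.1 FPKM (SD, n = 3).

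Light harvesting genes were lower as a list in all 7 Col-0 contrasts, from a median of -0.32 in HS to -1.01 in S+HL+HS. In the mutant their medians ran from -0.15 in HS to -1.09 in S+HL+HS. In the mutant, HL+HS did not pass camera, and HS no longer passed it under median-of-ratios scaling (-0.14), without Control replicate 1 (-0.097) or without HS replicate 3 (-0.14). No list median other than those of the clock changed sign under that scaling in the contrasts against Control. The clock list had medians between -0.21 and 0.30 in Col-0, passed camera in S alone, and there lost the threshold under fry. In the mutant its medians lay between -0.24 and 0.15. It changed sign under median-of-ratios scaling in Col-0 HL+HS and in mutant S+HL and S+HS. Single libraries also decided its sign, as in Col-0 HL, where it was 0.14 without HL replicate 1, and in mutant HS, where it was 0.063 without HS replicate 2. Of 70 list tests against Control, 52 passed camera, and 49 of these passed fry. The calls lost under fry were the clock in S in both genotypes and light harvesting in mutant HS.

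**Figure D3:**
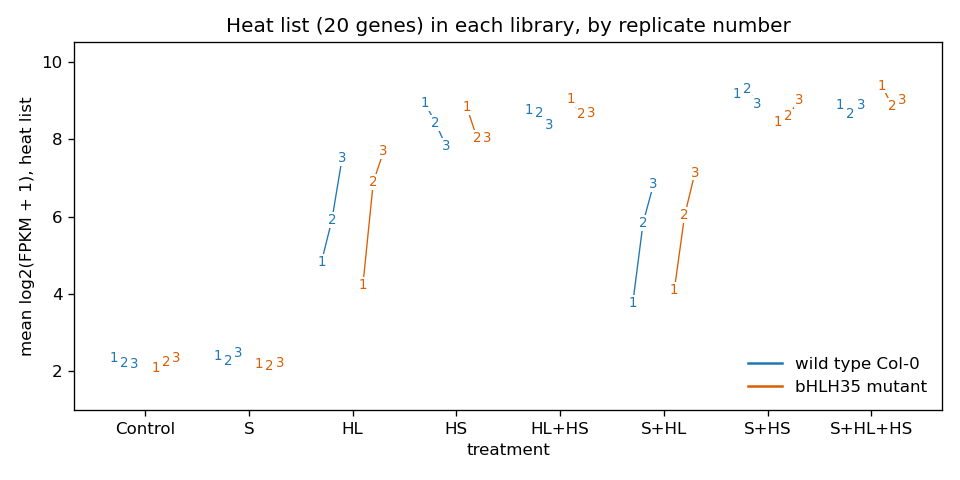
Mean log2(FPKM + 1) of the 20 heat list genes (vertical axis) in each library, marked by replicate number and joined within a group, by treatment and genotype. Values rose with replicate number in all 4 HL and S+HL groups, from 4.83 to 7.52 in Col-0 HL.

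Responses to combinations were compared with the sum of the single responses on the log2 scale. In Col-0, 1926 genes departed from the sum in HL+HS, 51 in S+HL, 48 in S+HS and 505 in S+HL+HS. The mutant had 834, 23, 53 and 630 such genes. Apart from leaving out libraries, a fit of the contrasted groups alone moved a count most, from 48 to 4 in Col-0 S+HS, and gave 672 in Col-0 HL+HS. The counts also depended on single libraries. Without mutant HS replicate 1, mutant S+HS had 1616 genes in place of 53, HL+HS 2555 in place of 834 and S+HL+HS 1914 in place of 630. Mutant S+HL had 98 genes without HL replicate 1 and 5 without Control replicate 1. In Col-0, HL+HS had 1112 genes without HL+HS replicate 2, S+HS had 631 without HS replicate 1 and 0 without S replicate 2, and S+HL had 0 without Control replicate 1. Col-0 S+HL+HS had 168 genes without Control replicate 3 and 759 without HL replicate 2.

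In Col-0 HL+HS the share of these genes above the sum went from 36.1% to 46.9% under median-of-ratios scaling, and in mutant HL+HS from 35.4% to 50.3%. It went from 73.9% to 56.3% in mutant S+HL and from 64.2% to 41.9% in mutant S+HS. Scaling to a common sum took it from 30.7% to 20.3% in Col-0 S+HL+HS, from 40.3% to 30.1% in mutant S+HL+HS and from 73.9% to 63.0% in mutant S+HL.

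Departures mostly opposed the summed change. This held in Col-0 for 1922 of 1926 genes in HL+HS, 37 of 51 in S+HL, 41 of 48 in S+HS and 505 of 505 in S+HL+HS, and in the mutant for 833 of 834, 20 of 23, 49 of 53 and 629 of 630. Shared Control libraries produce part of that pattern. Over all genes, called or not, the opposing share was 78.5% in Col-0 HL+HS against 61.7% in simulations with additive responses, 86.3% in Col-0 S+HL+HS against 62.1% and 71.3% in Col-0 S+HL against 61.4%. Of 20 simulations with no departure, 1 called 393 genes for Col-0 S+HL and 19 called none, so its 51 genes were exceeded once. HSP17.6II (AT5G12020) had a log2 departure of -7.63 in Col-0 HL+HS (SE 1.22, limma adjusted p 0.000867). HL alone had raised it by a log2 change of 7.78, at 244, 482 and 1522 FPKM in replicates 1, 2 and 3. Its departure therefore rests in part on a response to HL that varied with the library.

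Genes called in S+HL+HS and in no single stress numbered 1699 in Col-0, or 20.5% of the 8284 called there, and 2073 in the mutant, or 22.6% of 9157. Simulated unchanged groups against the same Control libraries gave at most 1 and 9 such genes, which covers chance calls and not genes that missed the threshold in the single stresses. Of the 1699 and 2073 genes, 991 and 1087 had an unadjusted p under 0.05 in at least 1 single stress, so these counts do not show a response confined to the combination. Requiring a mean FPKM of at least 5 moved the counts most, to 985 and 1341.

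Whether the mutant responded differently from Col-0 was tested as a difference between the responses. It was called for 5 genes in HL, 1 in S+HL+HS and 0 in each of S, HS, HL+HS, S+HL and S+HS. Without Col-0 Control replicate 2 the counts were 24 in S, 5 in HS, 6 in S+HL and 7 in S+HL+HS, and without mutant Control replicate 2 S+HS had 2. Genes with an unadjusted p under 0.05 numbered 891 in S, 790 in HL, 629 in HS, 1207 in HL+HS, 771 in S+HL, 844 in S+HS and 984 in S+HL+HS. Without any difference, a share of 0.05 of the 21359 genes tested would be expected there. Every count except that of HL+HS lay below that share, so they do not point to further differences. All 5 HL genes are plastid-encoded. ATCG00680 had a log2 difference of 2.42 (SE 0.43, limma adjusted p 0.013), ATCG01000 2.23, ATCG00860 1.47, ATCG01130 1.69 and ATCG01280 1.48, the last 3 named after their values were seen. How reads shared between genes were divided is not stated, so these 5 genes may not be independent of one another. No HL gene was called with a pseudocount of 0.1 or in a fit of the contrasted groups alone, while median-of-ratios scaling called 9. Counts without single libraries ran from 3, without Col-0 HL replicate 1, to 13, without mutant Control replicate 2.

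The S+HL+HS gene, AT1G05047, is annotated as a long noncoding RNA and had a log2 difference of -1.21. It stood at 1.53, 1.16 and 1.27 FPKM in Col-0 S+HL+HS, and was above 0.001 FPKM in 1 of the other 45 libraries, at 0.352. No gene was called in S+HL+HS with a pseudocount of 0.1 or without Col-0 S+HL+HS replicate 1, so that call rested on a gene close to 0. Responses correlated across genes between genotypes, with Pearson's r from 0.771 in HL to 0.896 in S+HS. Genes are not independent replicates. Of the genes called in Col-0, 97.9% to 99.1% moved in the same direction in the mutant.

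For the lists, 6 of 35 differences passed camera and none passed fry, where every adjusted p was at least 0.827. The salt and abscisic acid list had the largest, -0.51 in S+HL with 19 of 20 genes lower. None of its genes was called over all genes or adjusted over the list alone, where the unadjusted count for S+HL over all genes was 771.

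Finally, the mutant was set against Col-0 in each treatment. Genes called numbered 44 in Control, 5 in S, 89 in HL, 16 in HS, 29 in HL+HS, 41 in S+HL, 4 in S+HS and 5 in S+HL+HS. The count in HL+HS moved most, from 5 without Col-0 HL+HS replicate 3 to 197 without Col-0 HL+HS replicate 1. That in Control was 153 without Col-0 Control replicate 2, 16 without Col-0 Control replicate 1 and 7 in a fit of its own groups. The HL count was 54 without Col-0 HL replicate 1, and the HS count was 34 without mutant HS replicate 2. The S+HL count was 26 without mutant S+HL replicate 3, the S+HS count 8 without Col-0 S+HS replicate 3 and the S+HL+HS count 9 without mutant S+HL+HS replicate 2. Under median-of-ratios scaling the higher share in HL+HS went from 20.7% to 32%. A total of 4 genes were called in all 8 treatments: AT5G57150, AT5G24240 and AT5G11330, lower in the mutant, and AT1G75945, higher. In Control, AT5G24240 fell from 5.08 ± 1.87 to 0.296 ± 0.313 FPKM and AT1G75945 rose from 0.466 ± 0.494 to 22.2 ± 10.1 FPKM (SD, n = 3). In S, AT5G11330 stood at 47.6 ± 3.47 FPKM in Col-0 and 14.7 ± 0.303 FPKM in the mutant, a log2 difference of -1.63 (SE 0.10, limma adjusted p 8.0e-14).

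Of the 89 genes called in HL, 48 were plastid-encoded, as were 25 of the 41 in S+HL. Plastid-encoded genes held 1.02 ± 0.206% of the FPKM sum in mutant HL and 0.0852 ± 0.0147% in Col-0 HL (SD, n = 3). In Control the shares were 0.335 ± 0.231% and 0.0928 ± 0.0196%. In S the mutant mean was the lower one, at 0.0705 ± 0.0325% against 0.183 ± 0.124%, as in S+HS, at 0.0614 ± 0.0191% against 0.0743 ± 0.0252%. Because genotype and table coincide, these differences also compare the tables.

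**Figure D4:**
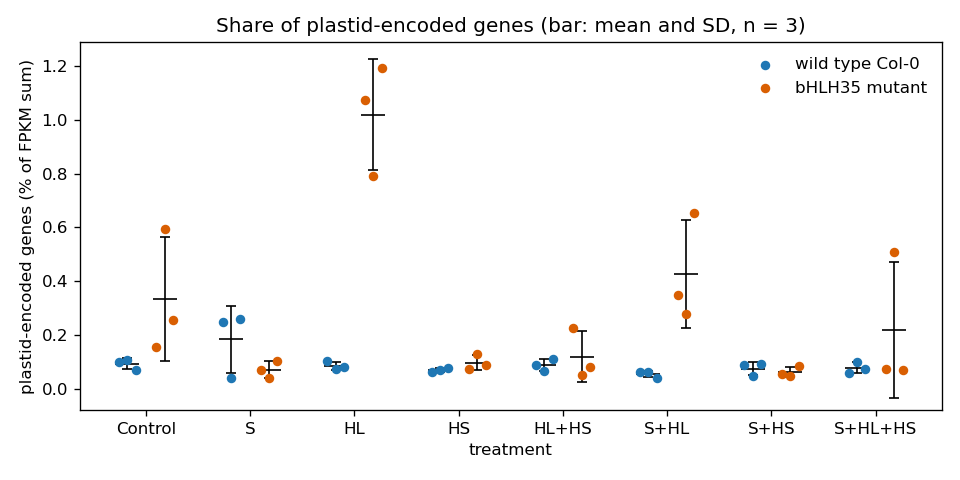
Share of plastid-encoded genes in the FPKM sum (vertical axis, percent) in each library by treatment and genotype, with points for libraries and bars for the mean and SD of 3. Mutant HL libraries stood at 1.07%, 0.792% and 1.19%, above the Col-0 HL libraries, whose mean was 0.0852%.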

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

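The 5 tests of the plastid pattern, and the adjustment over the 6 list differences, were chosen after the results had been seen.

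The response to HL differed between genotypes for 5 genes, all plastid-encoded. Over the 80 plastid-encoded genes tested, the median log2 difference was 1.67, and 73 of 80 were higher. It was 0.68 in S+HL and of the opposite sign in the other responses, at -0.67 in S, -0.55 in HS, -0.58 in HL+HS, -0.63 in S+HS and -0.50 in S+HL+HS. These differences all contain the mutant Control, whose plastid share was above that of Col-0 and varied from 0.154% to 0.594% between libraries. On the share of the FPKM sum the log2 difference was 1.93 (SE 0.64). As many genes were called in 17 of 100 splits of the libraries, which were drawn without regard to the replicate number and so do not cover an influence of it. It was 3 without Col-0 HL replicate 1 and 13 without mutant Control replicate 2. Scaling of the libraries was argued against by a median of 1.74 after median-of-ratios scaling. A difference between the tables acting alike on every library would largely cancel from a difference between responses, so no level tests it there. For the levels of the mutant against Col-0 it was argued against by HS, where the median of plastid genes between genotypes was 0.021. Carried-over RNA without poly(A) tails, if taken from both organelles alike, would raise mitochondrial transcripts too. For the levels of the mutant against Col-0 this was argued against, because the log2 ratio of plastid to mitochondrial share within a library differed by 3.57 in HL (SE 0.82) and 2.89 in S+HL (SE 0.34). For the response to HL this carry-over could not be excluded. The mitochondrial share differed by 0.0013 (SE 0.78). Its distance from the plastid value was under 2 SE when the shares were taken as independent. Both shares come from the same libraries, so that limit does not decide the question. The ratio within a library differed by 1.64 in Control (SE 0.46), less than in HL, but its response was not tested. Carry-over from plastids alone was not tested. A difference of the mutant itself stays open and was not tested.

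The response to S+HL+HS differed for 1 gene, AT1G05047, named after its values were seen. As many genes were called in 8 of 100 splits of the libraries. Of 45 libraries outside Col-0 S+HL+HS, 1 was above 0.001 FPKM. No gene was called without Col-0 S+HL+HS replicate 1 or replicate 2. A biological difference between genotypes stays open and was not tested further.

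A total of 6 list differences passed camera. Genes of a list may vary together more than the preset correlation allows, so genotype labels were exchanged within the treatments in all 400 ways, where the smallest possible exact p was 0.005. The exact p was taken on the mean difference of a list, which is given after its median. The salt and abscisic acid list in S had a median of -0.16 and a mean of -0.29 (exact p 0.16). Light harvesting had a median of 0.21 and a mean of 0.214 in HL (exact p 0.205), and 0.15 and 0.19 in HL+HS (exact p 0.26). Heat had -0.48 and -0.41 in S+HS (exact p 0.165), and high light 0.28 and 0.25 in S+HL+HS (exact p 0.26). These 5 are consistent with shared variation within a list. Their adjusted exact p was 0.26. The high light value came from Control, where the mutant minus Col-0 mean was -0.43, against -0.17 in S+HL+HS. For salt and abscisic acid it was 0.23 in Control and -0.052 in S. For light harvesting and heat the Control means differed by only 0.024 and -0.032.

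The salt and abscisic acid list in S+HL had a median difference of -0.51, with 19 of 20 genes lower in the mutant relative to Col-0. Its mean difference was -0.64, with an exact p of 0.035 before adjustment over the 6 lists and 0.21 after it. Part of it came from Control, where the mutant minus Col-0 mean was 0.23, against -0.40 in S+HL. Shared variation within the list and a difference between genotypes cannot be told apart here, because the p lies on either side of the threshold depending on that adjustment.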

How the results depend on the processing

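Leaving out libraries for the gene lists, and a replicate block shared by both genotypes, were alternatives chosen after the data had been seen. Of the counts and list medians that answer a comparison, 134 stayed within 1.5 times or kept their direction and call under a pseudocount of 0.1, 135 under median-of-ratios scaling (with the level of AT5G57150 relative to Col-0 among them), 141 under a replicate block and 90 with fry in place of camera.

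Counts as reported stand in parentheses after each alternative. A pseudocount of 0.1 left the counts against Control within 1.5 times of those reported. Departures from the sum numbered 31 in Col-0 S+HL (51), 7 in mutant S+HL (23) and 23 in mutant S+HS (53). Differences between responses numbered 0 in HL (5) and 0 in S+HL+HS (1). Differences between genotypes numbered 104 in Control (44), 28 in HS (16) and 59 in HL+HS (29). The high light list in the HL response difference changed sign, to -0.022 from 0.078, and the salt and abscisic acid list in HS passed camera at -0.25. The cause was not tested.

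Without a filter on low values more genes were tested. Departures from the sum then numbered 22 in Col-0 S+HL (51) and 25 in Col-0 S+HS (48). The response differed for 2 in S (0), 8 in HL (5) and 2 in S+HL+HS (1), and genotypes differed for 11 in S (5) and 8 in S+HL+HS (5). A mean FPKM of at least 5 tested fewer genes. It gave departures for 118 in Col-0 S+HS (48) and 11 in mutant S+HL (23). Response differences were 1 in HL (5) and 0 in S+HL+HS (1), and genotype differences were 43 in HL (89), 21 in S+HL (41) and 3 in S+HL+HS (5). Genes called in the 3-stress combination alone numbered 985 in Col-0 (1699) and 1341 in mutant (2073).

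Scaling to a common sum changed a response difference, 2 in S+HL+HS (1), and a genotype difference, 53 in HL+HS (29). Median-of-ratios scaling changed departures from the sum to 31 in mutant S+HS (53), the response difference to 9 in HL (5) and the genotype difference to 76 in Control (44). AT5G57150 in mutant S+HL changed sign, to -0.053. The clock list changed sign in Col-0 HL+HS (0.054), mutant S+HL (-0.029) and mutant S+HS (-0.046). Lists that no longer passed camera were light harvesting (-0.14) and salt and abscisic acid (0.31) in mutant HS, and heat in S+HS (-0.53) and high light in S+HL+HS (0.34) among response differences. The cause was not tested.

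Moderation without a trend gave departures for 28 in Col-0 S+HL (51), 29 in Col-0 S+HS (48) and 33 in mutant S+HS (53). It gave 1 in S+HL (0) as a response difference and 29 in Control (44) as a genotype difference. The cause was not tested.

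A fit of the contrasted groups alone had fewer libraries to estimate the spread. Counts against Control were 1603 in Col-0 HL (3672), 2353 in mutant HL (3596) and 3557 in mutant HS (5974). Departures from the sum became 672 in Col-0 HL+HS (1926), 10 in Col-0 S+HL (51), 4 in Col-0 S+HS (48), 157 in mutant HL+HS (834), 11 in mutant S+HS (53) and 295 in mutant S+HL+HS (630). Response differences became 1 in S (0) and 0 in HL (5), and genotype differences became 7 in Control (44), 46 in HL (89), 3 in HS (16) and 7 in HL+HS (29).

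Adding an absolute log2 change of at least 1 can only lower a count. Against Control it left 1222 in Col-0 S (3889), 899 in Col-0 HL (3672), 1625 in Col-0 HS (6379), 1521 in Col-0 HL+HS (6499), 2546 in Col-0 S+HL (7472), 2949 in Col-0 S+HS (9320), 2551 in Col-0 S+HL+HS (8284), 1961 in mutant S (5494), 900 in mutant HL (3596), 1501 in mutant HS (5974), 1648 in mutant HL+HS (7320), 2817 in mutant S+HL (7850), 3128 in mutant S+HS (9177) and 3095 in mutant S+HL+HS (9157).

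Replicate numbers were checked for pairing. Deviations of libraries with the same number had a mean correlation of -0.0093 over 84 pairs of Col-0 treatments and 0.0072 over 84 pairs of mutant treatments. Between genotypes in the same treatment the mean was 0.123 over 24 pairs, of which 12 were over 0.1 and the lowest was -0.048. By treatment the mean was 0.236 in HL, 0.264 in HS, 0.109 in S, 0.1585 in S+HL, 0.114 in S+HS, 0.122 in S+HL+HS, 0.0082 in Control and -0.025 in HL+HS, so libraries with the same number partly deviated together in 6 of 8 treatments. No treatment had all 3 pairs over 0.1, and the libraries were not treated as pairs, which leaves a shared influence of the number open. A gradient over the numbers can leave replicate 2 near its group mean, so that rule cannot exclude one. Replicates 1, 2 and 3 had correlations of 0.37, 0.020 and 0.32 in HL, 0.43, 0.079 and 0.28 in HS and 0.26, 0.028 and 0.19 in S+HL. Replicate 2 was not the lowest in S, S+HS or S+HL+HS. With the replicate number as a block, departures from the sum numbered 16 in Col-0 S+HL (51), and genotype differences numbered 8 in HL+HS (29) and 27 in S+HL (41). It changed no other call among these counts and list medians. A block shared by both genotypes gave response differences of 14 in HL (5) and 0 in S+HL+HS (1) and genotype differences of 150 in Control (44), 163 in HL (89), 41 in HS (16), 130 in HL+HS (29), 7 in S+HS (4) and 11 in S+HL+HS (5). The cause was not tested.

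With fry in place of camera, list medians stay as they are by construction and only the test changes. Calls were lost for the clock in Col-0 S (-0.21) and mutant S (-0.21) and for light harvesting in mutant HS (-0.15). Among response differences, calls were lost for salt and abscisic acid in S (-0.16) and S+HL (-0.51), light harvesting in HL (0.21) and HL+HS (0.15), heat in S+HS (-0.48) and high light in S+HL+HS (0.28). Calls were gained for the clock in Col-0 HS (0.023) and mutant HS (-0.14), for high light in Col-0 HS (0.056), Col-0 S+HS (0.48) and mutant HS (0.31), and for light harvesting in mutant HL+HS (-0.33).

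Leaving out 1 library at a time changed these counts by over 1.5 times, or the sign of AT5G57150. Col-0 HL+HS against the sum ran from 1112 without Col-0 HL+HS replicate 2 to 2450 without Col-0 HS replicate 1. Col-0 S against Control ran from 2333 without Col-0 S replicate 1 to 3738 without Col-0 S replicate 3. Col-0 S+HL against the sum ran from 0 without Col-0 Control replicate 1 or Col-0 S replicate 2 or Col-0 S+HL replicate 2 to 59 without Col-0 S+HL replicate 1. Col-0 S+HL+HS against the sum ran from 168 without Col-0 Control replicate 3 to 759 without Col-0 HL replicate 2. Col-0 S+HS against the sum ran from 0 to 631 without Col-0 HS replicate 1. Mutant HL against Control ran from 2242 without mutant HL replicate 2 to 4093 without mutant HL replicate 1. Mutant HL+HS against the sum ran from 398 without mutant HS replicate 3 to 2555 without mutant HS replicate 1. Mutant S+HL against the sum ran from 5 without mutant Control replicate 1 to 98 without mutant HL replicate 1. Mutant S+HL+HS against the sum ran from 169 without mutant Control replicate 2 to 1914 without mutant HS replicate 1. Mutant S+HS against the sum ran from 1 without mutant S replicate 2 or mutant S+HS replicate 3 to 1616 without mutant HS replicate 1. AT5G57150 in mutant S+HL ran from -0.14 without mutant Control replicate 3 to 0.18 without mutant Control replicate 1. Response differences in HL ran from 3 without Col-0 HL replicate 1 to 13 without mutant Control replicate 2. Response differences in HS ran from 0 to 5 without Col-0 Control replicate 2. Response differences in S ran from 0 to 24 without Col-0 Control replicate 2. Response differences in S+HL ran from 0 to 6 without Col-0 Control replicate 2. Response differences in S+HL+HS ran from 0 without Col-0 S+HL+HS replicate 1 or Col-0 S+HL+HS replicate 2 to 7 without Col-0 Control replicate 2. Response differences in S+HS ran from 0 to 2 without mutant Control replicate 2. Genotype differences in Control ran from 16 without Col-0 Control replicate 1 to 153 without Col-0 Control replicate 2. Genotype differences in HL ran from 54 without Col-0 HL replicate 1 to 101 without Col-0 HL replicate 2. Genotype differences in HL+HS ran from 5 without Col-0 HL+HS replicate 3 to 197 without Col-0 HL+HS replicate 1. Genotype differences in HS ran from 7 without mutant HS replicate 1 to 34 without mutant HS replicate 2. Genotype differences in S+HL ran from 26 without mutant S+HL replicate 3 to 34 without Col-0 S+HL replicate 1 or mutant S+HL replicate 1. Genotype differences in S+HL+HS ran from 4 without Col-0 S+HL+HS replicate 1 or Col-0 S+HL+HS replicate 2 to 9 without mutant S+HL+HS replicate 2. Genotype differences in S+HS ran from 4 without Col-0 S+HS replicate 1 or Col-0 S+HS replicate 2 to 8 without Col-0 S+HS replicate 3. The cause was not tested.

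For list medians, with ABA for the salt and abscisic acid list, leaving out 1 library changed the sign or the call of these. ABA in mutant HS ran from 0.23 without mutant HS replicate 1 to 0.52 without mutant HS replicate 2. ABA in the HL response difference ran from -0.22 without mutant HL replicate 2 to 0.015 without mutant HL replicate 1. ABA in the HL+HS response difference ran from -0.32 without mutant HL+HS replicate 1 to -0.023 without mutant HL+HS replicate 2. ABA in the HS response difference ran from -0.35 without mutant HS replicate 1 to -0.081 without Col-0 HS replicate 3. ABA in the S response difference ran from -0.26 without Col-0 S replicate 3 to -0.011 without Col-0 S replicate 1. ABA in the S+HL+HS response difference ran from -0.015 without mutant S+HL+HS replicate 2 to 0.24 without mutant S+HL+HS replicate 3. ABA in the S+HS response difference ran from -0.015 without Col-0 S+HS replicate 1 to 0.35 without Col-0 S+HS replicate 2. Clock in Col-0 HL ran from -0.073 without Col-0 HL replicate 2 to 0.14 without Col-0 HL replicate 1. Clock in Col-0 HL+HS ran from -0.17 without Col-0 HL+HS replicate 3 to 0.023 without Col-0 HL+HS replicate 2. Clock in Col-0 HS ran from -0.10 without Col-0 HS replicate 1 to 0.12 without Col-0 HS replicate 2. Clock in mutant HL ran from -0.16 without mutant Control replicate 3 to 0.024 without mutant HL replicate 1. Clock in mutant HS ran from -0.46 without mutant HS replicate 1 to 0.063 without mutant HS replicate 2. Clock in mutant S+HS ran from -0.013 without mutant S+HS replicate 2 to 0.13 without mutant S+HS replicate 1. Clock in the HL response difference ran from -0.14 without Col-0 HL replicate 1 to -0.028 without Col-0 HL replicate 2. Clock in the HL+HS response difference ran from -0.32 without mutant HL+HS replicate 1 to -0.13 without mutant Control replicate 1. Clock in the HS response difference ran from -0.28 without mutant HS replicate 1 to -0.024 without Col-0 Control replicate 2. Clock in the S+HS response difference ran from -0.18 without mutant S+HS replicate 2 to -0.032 without Col-0 Control replicate 2. Heat in mutant S ran from -0.18 without mutant Control replicate 1 to 0.0030 without mutant Control replicate 3. Heat in the HL response difference ran from -0.51 without mutant HL replicate 3 to 0.98 without mutant HL replicate 1. Heat in the HL+HS response difference ran from -0.016 without mutant HL+HS replicate 1 to 0.34 without mutant Control replicate 3. Heat in the HS response difference ran from -0.36 without mutant HS replicate 1 to 0.19 without Col-0 HS replicate 1. Heat in the S+HL response difference ran from -0.56 without Col-0 S+HL replicate 1 to 1.15 without mutant S+HL replicate 1. Heat in the S+HL+HS response difference ran from 0.11 without mutant S+HL+HS replicate 1 to 0.48 without mutant S+HL+HS replicate 2. Heat in the S+HS response difference ran from -0.64 without mutant S+HS replicate 3 to -0.28 without mutant Control replicate 3. High light in Col-0 HS ran from -0.030 without Col-0 Control replicate 3 to 0.16 without Col-0 HS replicate 3. High light in mutant HS ran from 0.17 without mutant HS replicate 2 to 0.39 without mutant HS replicate 1. High light in the HL response difference ran from -0.11 without mutant HL replicate 2 to 0.31 without Col-0 HL replicate 1. High light in the HL+HS response difference ran from 0.031 without Col-0 HL+HS replicate 2 to 0.27 without mutant Control replicate 3. High light in the HS response difference ran from -0.23 without mutant HS replicate 2 to 0.25 without mutant HS replicate 1. High light in the S response difference ran from 0.26 without Col-0 S replicate 3 to 0.61 without mutant S replicate 3. High light in the S+HL+HS response difference ran from 0.17 without mutant Control replicate 1 to 0.41 without mutant Control replicate 3. High light in the S+HS response difference ran from 0.14 without mutant S+HS replicate 1 to 0.45 without mutant S+HS replicate 3. Light harvesting in mutant HL+HS ran from -0.43 without mutant HL+HS replicate 2 to -0.25 without mutant HL+HS replicate 1. Light harvesting in mutant HS ran from -0.22 without mutant Control replicate 3 to -0.10 without mutant Control replicate 1. Light harvesting in the HL response difference ran from 0.055 without mutant HL replicate 1 to 0.32 without mutant HL replicate 3. Light harvesting in the HS response difference ran from 0.031 without mutant Control replicate 3 to 0.16 without mutant Control replicate 1. Light harvesting in the S response difference ran from -0.12 without Col-0 S replicate 1 to 0.013 without mutant Control replicate 1. Light harvesting in the S+HL response difference ran from -0.071 without mutant Control replicate 3 to 0.053 without mutant Control replicate 1. Light harvesting in the S+HS response difference ran from 0.026 without Col-0 S+HS replicate 2 to 0.18 without mutant Control replicate 1. The cause was not tested.

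Among single named genes, other settings gave 906 values with the same direction and side of the threshold, 40 that lost the threshold, 1 that gained it and 1 that changed sign. With 1 library left out, 771 were the same, 56 lost it, 2 gained it and 2 changed sign.

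Depth limits the low genes. A floor of 3 fragments lay between 0.0684 and 0.155 FPKM for an effective length of 1 kb, and higher for a transcript of 1 kb spliced length. Changes of genes near such floors were not measurable as folds.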

Other observations

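The tests of the rise of heat genes with replicate number and of the genes that differed in all 8 treatments were chosen after the results had been seen.

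Libraries were regrouped to ask how often other splits gave as many called genes. For each of the 14 contrasts against Control, 1 of 10 splits of the 6 libraries did, the real one, and the others gave at most 8 genes. Between genotypes it was 1 of 10 in Control, S, HL+HS, S+HL, S+HS and S+HL+HS. In HL and HS it was 2 of 10, with 886 and 1754 genes in the other split, which in both set Col-0 replicates 1 and 2 and mutant replicate 1 against the rest. That split follows the replicate number in part. With 10 splits the share cannot fall under 0.1.

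For departures from the sum, 100 splits were drawn. As many genes were called in 5 for Col-0 HL+HS, 9 for S+HL, 13 for S+HS and 7 for S+HL+HS. In the mutant the numbers were 5, 7, 18 and 3. These splits mix treatments that differ, and some gave up to 8292 genes. Genes called in the 3-stress combination alone were as many in 2 of 100 splits in Col-0 and 3 of 100 in the mutant. For the response differences in S, HS, HL+HS, S+HL and S+HS, with 0 genes called and 891, 629, 1207, 771 and 844 at an unadjusted p under 0.05, all 100 splits gave as many by construction, so the splits say nothing there.

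In the 4 groups with HL and without heat, the mean log2 level of the heat list rose from replicate 1 to 3. The rise was 2.69 in Col-0 HL, 3.07 in Col-0 S+HL, 3.46 in mutant HL and 3.04 in mutant S+HL. Among the groups with heat, the level rose from replicate 1 to 3 in mutant S+HS alone, from 8.435 to 9.018. It fell in the others, from 8.922 to 7.825 in Col-0 HS but only from 8.89 to 8.874 in Col-0 S+HL+HS. A chance order was argued against by an exact two-sided p of 0.00154 over all orders of the replicates within the 4 groups, the smallest they can give, although the pattern was found before it was tested. Fragment totals fell from replicate 1 to 3 in all 4 groups, against the rise of the list, and fell in strict order in 2 of 4 groups (Col-0 S+HL and mutant S+HL). Depth as the whole cause was argued against, since in the 2 HL groups totals rose again from replicate 2 to 3 while the list kept rising, and the log2 ratio of totals, replicate 3 to 1, was at most 0.42 in size. Brighter light in later replicates could not be excluded. The high light list rose by a mean of 0.0039 (SE 0.18), but the groups went in both directions, from -0.42 in Col-0 HL to 0.44 in Col-0 S+HL. A candidate explanation is warming under the lamps that grew with the replicate number, for which no measurement was available here. No biological explanation was tested.

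Besides AT5G57150, 3 genes differed between genotypes in all 8 treatments. Variation linked to the mutated locus was argued against, because 0 of the 3 lay among the 200 tested genes nearest to it. Distances here are in the order of locus identifiers, which does not follow position for every gene. AT5G24240 lay 1959 tested genes away, AT5G11330 lay 2981 away, and AT1G75945 is on chromosome 1. Of those 200 neighbours 2 were called in any treatment, against 144 of 21158 other genes (Fisher's exact test, two-sided, p 0.398). A difference between the tables that acts on single genes cannot be told apart from an effect of the genotype, because 4 genes were called in all 8 treatments and each genotype has its own table. Unlinked variation between the lines also stays open and was not tested.

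AT3G07365 is annotated opposite HSP17.4 (AT3G46230). Over 36 libraries with both genes at a FPKM of at least 5, the log2 ratio of AT3G07365 to HSP17.4 had an SD of 0.286, while the log2 level of the gene had an SD of 2.05. This is consistent with reads of HSP17.4 counted for AT3G07365, which was therefore not reported as a response.

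Col-0 HL+HS replicate 3 had 22 genes at 1 fragment, against 55 in the next lowest library, a median of 141.5 and a highest of 234. No explanation was tested.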
